A study of Mus musculus with 11 samples. Its data were reported in "Global translation during early development depends on the essential transcription factor PRDM10" (2020).

How the data were processed

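Single-embryo RNA-seq was performed on 11 mouse embryos at the 8-cell stage, 6 control and 5 mutant for *Prdm10*. Mutants carried a deletion of an exon on both alleles, and controls were wild-type or heterozygous. Per the study's methods, embryos were sorted into these groups by detection of that exon in their cDNA, and libraries were made with a Smart-seq2 protocol in 2 batches with 16 (batch 1) or 13 (batch 2) cycles of PCR pre-amplification. Groups and batches were taken from the labels. Replicates were numbered in order within each group, so the numbers do not pair embryos.

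The authors mapped the reads to GRCm38 with STAR and quantified genes with RSEM against a GENCODE annotation. The deposited table of each embryo holds, for 54146 genes, the RSEM expected count, which need not be whole because reads shared between genes are divided among them, the TPM, which is scaled to the same total in every library, and the effective gene length. The authors' deposited comparison table holds a DESeq2 mean of normalised counts (a signal that is never negative), a log2 fold change with its standard error, a Wald score, and a p-value with its adjusted value. Gene symbols, coordinates and GC content were taken here from a later GENCODE annotation of the same build. No molecular identifiers were used, so reads copied by PCR were counted separately, and any count-based precision covers counting error only.

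Expected counts were rounded to whole numbers. The main test was the DESeq2 (version 1.42.0) Wald test with batch and group as terms, unshrunken log2 fold changes, and Benjamini-Hochberg adjustment, run in R (version 4.3.3). DESeq2 was chosen because the study used it. Genes with a mean normalised count (baseMean) above 10 and an adjusted p under 0.05 were called changed, and a second threshold required a log2 fold change beyond 1 in size. An adjusted p that DESeq2 did not give was left as missing. A batch by group interaction was fitted in the same way. Enrichment of bound genes was tested with Fisher's exact test among genes that could have been called, without *Prdm10*. Gene lists were tested with camera on limma-voom values (limma version 3.58.1), with an inter-gene correlation of 0.01, and adjusted over 12 lists. Single values were compared with exact permutation tests over all 462 splits of the embryos.

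The list of bound genes and the lists of genes changed in mESCs were the study's own, made from other samples. Of 632 bound genes other than *Prdm10*, 626 matched the tables and 326 had a baseMean above 10. The remaining lists (eIF3, ribosomal protein, lineage and pluripotency, maternal, compaction and blastocyst, p53 target and ATF4 target genes) were written by symbol. The genes named in the text were *Prdm10*, 6 genes followed up by the study, members of the symbol lists past the threshold, and the 10 largest falls and 5 largest rises among changed genes that moved the same way in both batches. The groups, tests, lists, naming rule and most alternatives were all fixed before the data were examined.

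The tests were checked on simulated data, with counts drawn for 10489 genes from the real means, batch differences, library sizes and dispersions, and 200 genes changed by known amounts. The dispersions were those estimated by edgeR, so the simulations may favour the edgeR test. Over 8 simulations DESeq2 recovered 69.6% of the changed genes and 15.8% of its calls were false (range 11.8% to 18.2%). This is above the nominal 5%. The edgeR quasi-likelihood test recovered 63.1% with 4.63% false, and limma on log2(TPM + 1) recovered 63.8% with 6.19% false. In 8 simulations with no changed gene, DESeq2 called at most 6 genes and edgeR 0. The main test was kept as fixed beforehand, and the edgeR result is given beside it.

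The alternatives were the edgeR (version 4.0.16) quasi-likelihood test with TMM factors, limma on log2(TPM + 1), TMM factors within DESeq2, no baseMean filter, a baseMean above 100, at least 10 counts in 5 libraries before the fit, no batch term, each batch alone, no Cook's distance filter, an effective-length offset, and leaving out each embryo in turn. For gene lists they were fry, an estimated correlation, DESeq2 size factors, log2(TPM + 1), a baseMean above 100, no batch term, each batch alone and each embryo left out. A limma-voom fit, that fit with a GC correction per library, the DESeq2 fit with such a correction, and a fit with *Xist* and Y-linked counts as covariates were added after seeing the data. To count chance groupings, 100 of the 461 splits of the embryos that can be fitted with a batch term were drawn, the real one included.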

Results

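The data were single-embryo RNA-seq libraries from 8-cell stage mouse embryos collected at embryonic day 2.5 from intercrosses of *Prdm10* heterozygotes. PRDM10 is a zinc finger protein of the PRDM family that binds DNA. The 11 embryos comprised 6 controls and 5 mutants, and each library was made from 1 embryo. They were processed in 2 batches. Batch 1 was pre-amplified with 16 PCR cycles and held 3 controls and 2 mutants. Batch 2 was pre-amplified with 13 cycles and held 3 controls and 3 mutants. The summed expected counts per library ranged from 3534735 in control replicate 2 to 8265840 in mutant replicate 2. They averaged 5.77e+06 ± 1.55e+06 (SD, n = 6) in controls and 6.70e+06 ± 1.41e+06 (SD, n = 5) in mutants, and did not differ between the groups (exact permutation test, two-sided, p = 0.314). No pair of libraries agreed within sampling noise, so each was counted as a separate sample. The first principal component of the 1000 most variable genes held 26.7% of the variance and separated the batches.

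Expression of the targeted gene was examined first, as a check on the labels. *Prdm10* (ENSMUSG00000042496.18) lies on chromosome 9 from 31280538 to 31381723 (GRCm38, plus strand). Its normalised read count was 236 ± 85.2 (SD, n = 6) in controls and 151 ± 39.4 (SD, n = 5) in mutants. The log2 fold change was -0.66 ± 0.26 (SE), with a DESeq2 adjusted p of 0.215, so the fall in counts did not pass the threshold over all genes. The values overlapped, with 2 of 5 mutants below every control. Within the batches, the means were 180 in controls and 136 in mutants of batch 1, and 292 in controls and 160 in mutants of batch 2. The alternative that moved this result most was an offset for the effective gene length, which gave a log2 fold change of -1.29 and an adjusted p of 2.95e-05. The effective length, which RSEM derives from the transcript isoforms to which reads are assigned, was 3011 ± 334 bases (SD, n = 6) in controls and 4746 ± 326 bases (SD, n = 5) in mutants, and it was longer in 5 of 5 mutants than in any control (exact permutation test, two-sided, p = 0.00216, the smallest p these group sizes allow). This held within each batch, where controls reached at most 3298 bases in batch 1 and 3357 in batch 2 and mutants were at least 4443 and 4348 bases. The TPM of *Prdm10* was 16.5 ± 4.62 (SD, n = 6) in controls and 6.66 ± 1.47 (SD, n = 5) in mutants (exact permutation test, two-sided, p = 0.00433).

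**Figure D1:**
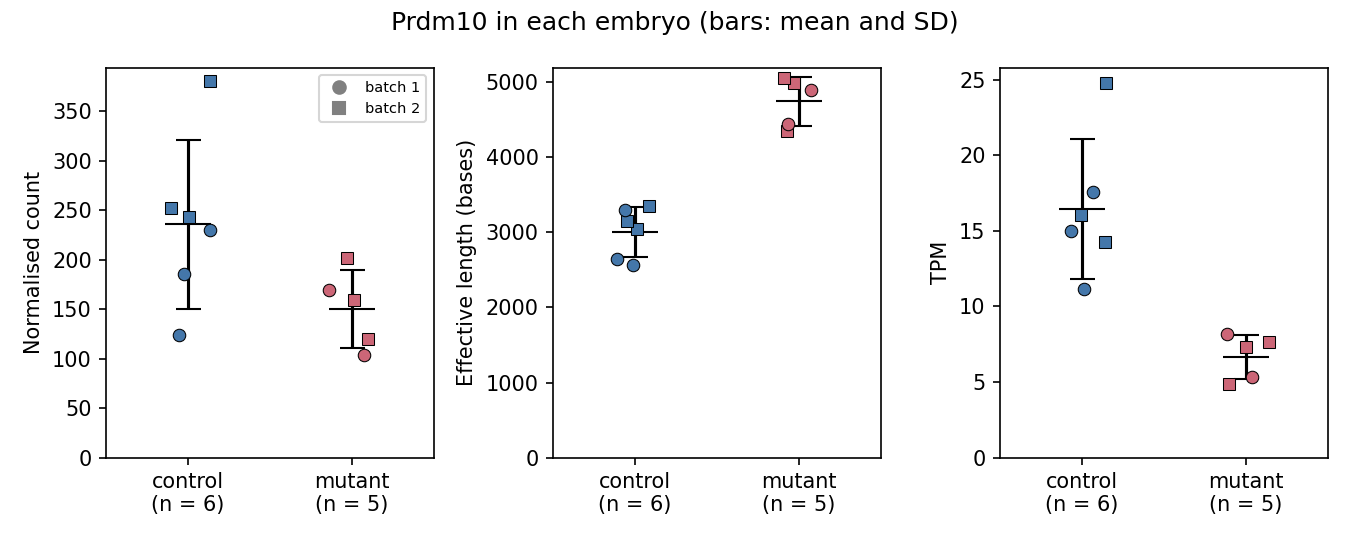
*Prdm10* in each embryo as normalised count, effective length in bases and TPM, with controls (n = 6) and mutants (n = 5) on the x axis, circles for batch 1, squares for batch 2, and bars for the mean and SD. The normalised counts overlap between the groups, whereas the effective lengths run from 2565 to 3357 bases in controls and from 4348 to 5051 bases in mutants.

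To ask which transcripts depend on PRDM10 a day before the mutant phenotype begins, all genes were compared between mutant and control embryos with batch as a covariate. Of 10448 genes with a mean normalised count above 10 and an adjusted p, 151 (1.45%) changed at a DESeq2 adjusted p under 0.05. Of these, 59 were higher and 92 lower in mutants. All 151 differed in the same direction in both batches, which is partly a result of selecting them in a fit over both. A log2 fold change beyond 1 in size was found for 93 genes, of which 34 were higher and 59 lower. The number of calls depended on the test. Lower genes made up 60.9% of the calls here and 95.5% of those on log2(TPM + 1). The edgeR quasi-likelihood test called 35 genes, of which 33 were among the 151, and limma on log2(TPM + 1) called 22. In data simulated on these libraries with 200 changed genes, 15.8% of the DESeq2 calls were false on average over 8 simulations, against 4.63% of the edgeR calls, at a nominal 5%. These simulations used dispersions estimated by edgeR, which may favour its test. Single libraries also moved the count. Leaving out control replicate 2 gave 265 genes, of which 43.02% were lower, leaving out mutant replicate 2 gave 90, and leaving out mutant replicate 5 gave 91. Fits within a batch called 78 genes in batch 1 and 48 genes in batch 2. Of the 78 genes called in batch 1 alone, 64 (82.1%) had the same direction in batch 2, against 58.4% of other genes.

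**Figure D2:**
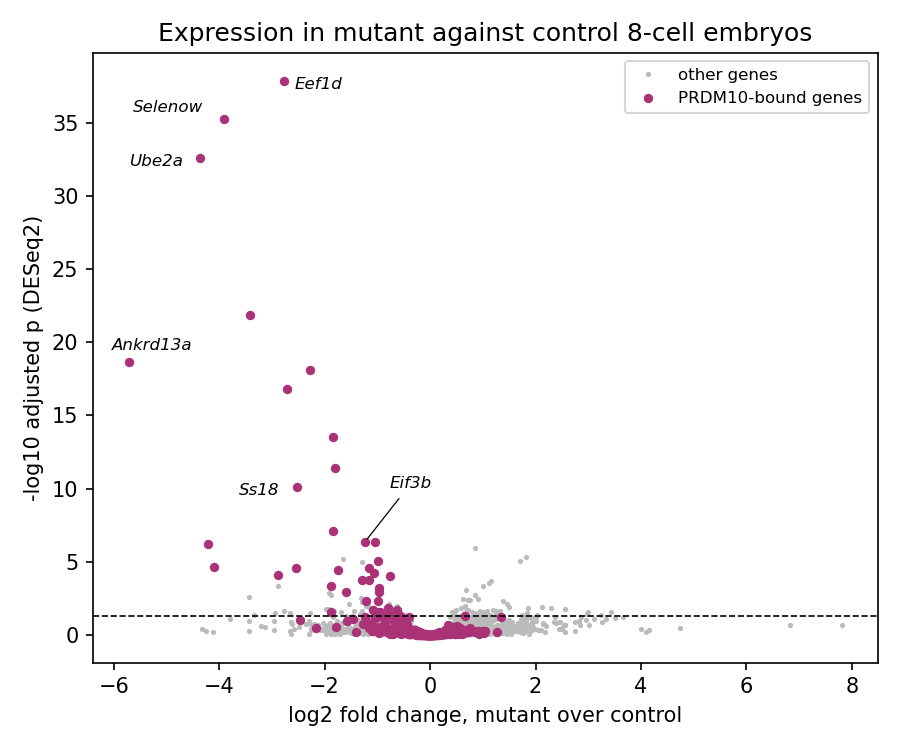
Each point is a gene with a mean normalised count above 10, placed by its log2 fold change (mutant over control, x axis) and the -log10 of its DESeq2 adjusted p (y axis), with PRDM10-bound genes in purple and the dashed line at an adjusted p of 0.05. Above the line lie 39 bound genes, all lower in mutants, and 112 other genes on both sides.

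The difference in genotype effect between the batches was tested with an interaction term. It passed the threshold for 4 of 10472 genes, and 450 genes had an unadjusted p under 0.05. The 4 genes, named after their values were seen, were *Dapk1*, *Gm10925*, *Gm28661* and 1 of 2 records of *Zc3h11a*. None of the 4 was among the 151 changed genes. The count was 22 without control replicate 1 and 0 without mutant replicate 1. The edgeR interaction test called 0 genes.

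Genes followed up in the study were then examined one by one. *Eif3b* (ENSMUSG00000056076.13; chromosome 5 from 140419328 to 140443360), which encodes a subunit of translation initiation factor eIF3, fell from 1076 ± 546 (SD, n = 6) to 407 ± 133 (SD, n = 5) normalised counts, with a log2 fold change of -1.24 ± 0.20 (SE) and a DESeq2 adjusted p of 4.68e-07. Its control mean was 1484 in batch 1 and 668 in batch 2, and its mutant mean was 543 and 317. *Eef1d* (ENSMUSG00000055762.16; chromosome 15 from 75894205 to 75909556) fell from 1955 ± 319 (SD, n = 6) to 282.2 ± 77.3 (SD, n = 5) normalised counts, a log2 fold change of -2.77 ± 0.20 (SE) with a DESeq2 adjusted p of 1.31e-38. *Selenow* (ENSMUSG00000041571.9; chromosome 7 from 15917208 to 15922402) had a log2 fold change of -3.90 ± 0.30 (SE), *Ube2a* (ENSMUSG00000016308.12; chromosome X from 36873900 to 36884222) of -4.37 ± 0.34 (SE), and *Ss18* (ENSMUSG00000037013.15; chromosome 18 from 14624198 to 14682914) of -2.52 ± 0.34 (SE), with DESeq2 adjusted p-values of 5.18e-36, 2.48e-33 and 7.27e-11. All 5 mutants lay below all 6 controls for each of these 5 genes, and the calls held under every alternative tried. *Rpl19* (ENSMUSG00000017404.12; chromosome 11 from 98026710 to 98030492) changed by -0.39 ± 0.12 (SE) on the log2 scale, which did not pass the threshold (DESeq2 adjusted p = 0.0631). Within the batches, its mutants lay between 5395 and 5469 and its controls between 5731.55 and 7909 normalised counts in batch 1, and between 7820 and 7966 and between 10083 and 11087 in batch 2, so that all mutants lay below all controls of their batch. It passed the threshold without control replicate 4 (log2 fold change -0.45, adjusted p = 0.00783) and in DESeq2 with a GC correction (-0.42, adjusted p = 0.0448), and in no other alternative.

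**Figure D3:**
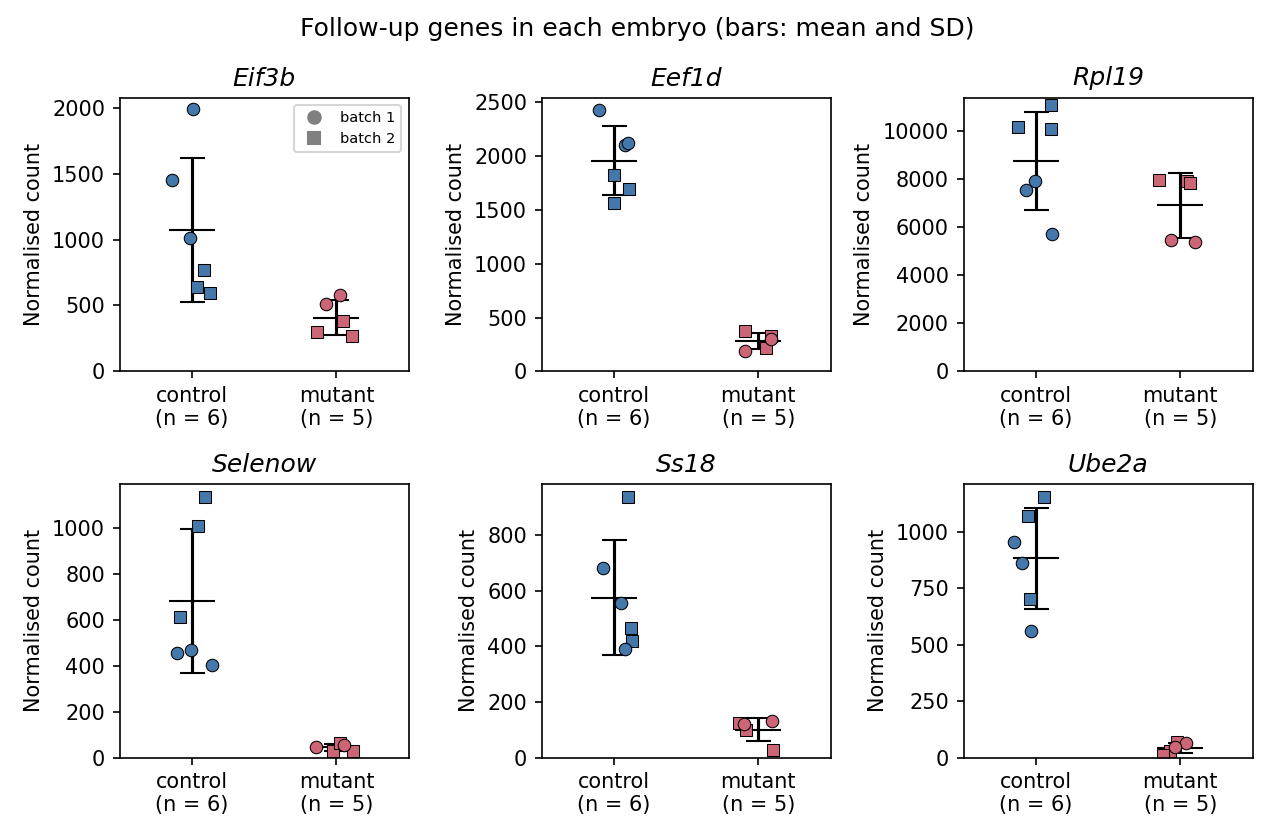
Normalised counts (y axis) of 6 genes in each control (n = 6) and mutant embryo (n = 5), with circles for batch 1, squares for batch 2 and bars for the mean and SD. The mutants lie below all controls for *Eif3b*, *Eef1d*, *Selenow*, *Ss18* and *Ube2a*, and the groups overlap for *Rpl19* when the batches are pooled but not within either batch.

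The other genes with the largest falls were *Ankrd13a*, *Frat1*, *Tcp11l2*, *Tcf19*, *Pfdn4*, *Syce1*, *Trim75* and *Rasl11a*. The largest of these was that of *Ankrd13a* (ENSMUSG00000041870.16; chromosome 5 from 114774677 to 114806200), which fell from 169 ± 52.5 (SD, n = 6) to 3.91 ± 5.62 (SD, n = 5) normalised counts (log2 fold change -5.72 ± 0.58 (SE), DESeq2 adjusted p = 2.38e-19). *Pfdn4* had a log2 fold change of -3.42 and a DESeq2 adjusted p of 1.46e-22. *Frat1*, *Tcp11l2*, *Tcf19*, *Syce1*, *Trim75* and *Rasl11a* had control means of 65.5, 24.5, 24.01, 18.2, 18.3 and 75.7 normalised counts. Of these 6 genes, *Frat1* and *Tcp11l2* also passed the threshold in edgeR, and the other 4 did not. Among the DESeq2 fits that each left out 1 embryo, *Syce1* lost its call in 7 of the 9 that tested it. *Trim75* lost its call in 6 of 9. The 5 largest rises were those of *Slc2a1*, *Akr1c14*, *Zfp750*, *Cipc* and *Tbc1d31*, with log2 fold changes of 3.43, 3.24, 2.99, 2.97 and 2.56. Their control means were 4.12, 4.37, 4.93, 5.79 and 7.39 normalised counts, and none of these 5 passed the threshold in edgeR. Among the 11 DESeq2 fits without 1 embryo, *Akr1c14* lost its call in 9 (largest adjusted p = 0.432). *Cipc* lost its call in 6, *Zfp750* in 5 and *Tbc1d31* in 4. For *Slc2a1*, 3 of 5 mutants lay above every control. Single controls stood apart from the other 5 for *Frat1* (control replicate 5) and *Akr1c14* (control replicate 2).

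PRDM10-bound genes are those the study listed from chromatin immunoprecipitation in mouse embryonic stem cells (mESCs), so the list was not chosen on these embryos. Of 325 bound genes tested, 39 (12%) were lower in mutants and 0 were higher, although 9 had an unadjusted p under 0.05 with a higher value. Of the remaining tested genes, 53 (0.524%) were lower and 59 higher. The odds ratio for lower expression was 25.9 (95% confidence interval 16.4 to 40.6; Fisher's exact test, two-sided, p = 5.62e-35). When p-values were adjusted over the list alone, 63 bound genes were lower and 3 higher. More than 2-fold lower expression was found for 27 bound genes. Among the alternatives, the odds ratio moved most in limma-voom with a GC correction, to 624. It was 268 in edgeR, 54.99 without mutant replicate 2 and 17.3 without control replicate 2. The edgeR test called 24 bound genes lower. Within batch 1 alone, and within batch 2 alone, 20 bound genes were lower.

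Whole gene lists were compared with camera, with adjustment over 12 lists. The bound genes shifted by a median log2 fold change of -0.16 (203 of 326 lower, adjusted p = 5.45e-07). The bound genes that had fallen in mESCs shifted by -1.19 (39 of 46 lower, adjusted p = 3.11e-30), and 21 of these 46 passed the threshold over all genes. Adjusted over the list alone, 31 were lower. The remaining bound genes, which can include genes that fell less in mESCs, shifted by -0.066 (164 of 280 lower, adjusted p = 0.00395), or by -0.13 without control replicate 3. Unbound genes that were lower in mESCs at day 2 did not shift (median -0.012, 376 of 725 lower, adjusted p = 0.560), nor did unbound genes that were higher there (median 0.057, 315 of 724 lower, adjusted p = 0.325). The unbound lists were taken at day 2 with no fold limit stated, so they differ from the bound mESC list in more than binding. The bound lists kept their calls under fry and under camera with an estimated correlation.

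Lists of genes fixed by symbol were tested in the same way. The 14 eIF3 subunit genes had a median log2 fold change of 0.0069 with 7 lower (camera adjusted p = 0.453, direction down). This median, beside 0.0049 for all genes, was below 0 with log2(TPM + 1), with a GC correction and within each batch, so it gave the list no direction. *Eif3b* was the only member called. The 79 ribosomal protein genes had a median of 0.042 (camera adjusted p = 0.325), with 0 called and 2 at an unadjusted p under 0.05, and the shift passed the threshold without a batch term (median 0.10, adjusted p = 0.0150), without control replicate 3 (0.060, adjusted p = 0.0375) and without control replicate 6 (0.066, adjusted p = 0.0498). The 19 maternal genes (median -0.35, camera adjusted p = 0.325) and the 18 ATF4 target genes (median 0.12, camera adjusted p = 0.501) did not shift, although the latter passed the threshold among genes with a mean count above 100 (adjusted p = 0.00893). The remaining 3 lists were higher in mutants with the preset correlation of 0.01. They were the 12 lineage and pluripotency genes (median 0.41, 3 lower, camera adjusted p = 0.000749), the 23 compaction and blastocyst genes (median 0.39, 7 lower, camera adjusted p = 0.00380) and the 18 p53 target genes (median 0.70, 3 lower, camera adjusted p = 2.41e-05). Under fry only the lineage and pluripotency list kept its call. Under camera with an estimated correlation none of these 3 lists did, with adjusted p-values of 0.144, 0.175 and 0.175. The compaction and blastocyst list also lost its call without mutant replicate 1 (median 0.14, adjusted p = 0.0535). Of 100 splits of the 11 embryos, 15 gave the compaction list and 18 the p53 list a camera p as small. Adjusted over the list alone, 4 lineage genes were higher and 1 lower, 3 compaction genes were higher, and 5 p53 target genes were higher. The members called over all genes were *Klf5* (log2 fold change 0.84, DESeq2 adjusted p = 1.07e-06), *Krt18* (1.85, 0.0148), *Cldn4* (1.08, 0.0370), *Ccng1* (1.70, 8.60e-06), and *Eif3b* and *Slc2a1* as given above. In edgeR *Klf5* and *Ccng1* passed the threshold, and *Krt18* (adjusted p = 0.184), *Cldn4* (adjusted p = 0.241) and *Slc2a1* (adjusted p = 0.258) did not. *Cldn4* lost its call in 8 of the 11 DESeq2 fits that each left out 1 embryo (largest adjusted p = 0.157, without mutant replicate 5), *Krt18* in 2 of 11 (largest adjusted p = 0.259, without mutant replicate 5) and *Slc2a1* in 5 of the 10 that tested it. *Ccng1* did not pass the threshold on log2(TPM + 1), in limma-voom or in DESeq2 on batch 2 alone (adjusted p = 0.125). *Klf5* did not pass it in DESeq2 on batch 2 alone (adjusted p = 0.190). A single control, replicate 1, stood apart for *Krt18*.

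**Figure D4:**
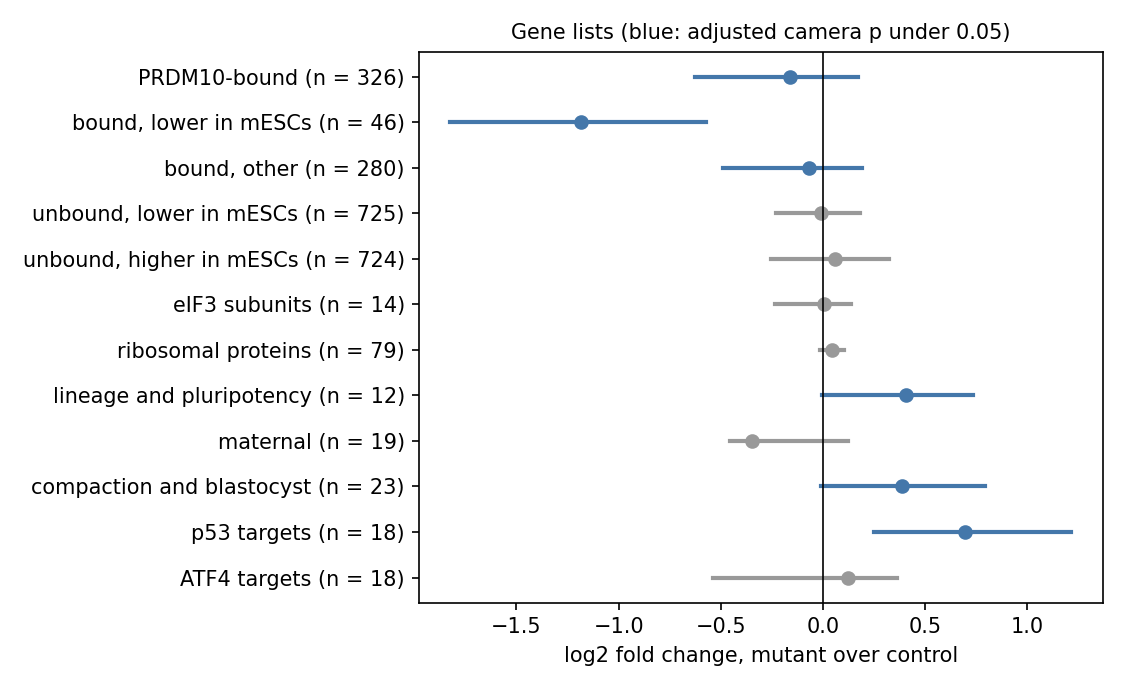
Median (points) and quartiles (bars) of the log2 fold change (mutant over control, x axis) of the genes in each of 12 lists, with the number of genes tested beside each list and blue marking an adjusted camera p under 0.05. The bound genes that had fallen in mESCs lie furthest from 0, with a median of -1.19, and the eIF3 median was 0.0069.

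The authors' deposited table was compared with these results over 10457 genes. The authors' deposited table calls 133 genes by the same thresholds, 50 higher and 83 lower, and 111 of them were called here, all with the same sign. The log2 fold changes had a Pearson correlation of 0.956 across genes, which are not independent replicates. With the effective-length offset, 100% of the log2 fold changes were within 0.01 of the authors' deposited table, against 11.3% without it. That fit called 143 genes, of which 132 are called in the authors' deposited table. With *Prdm10* left out, 27 bound genes are more than 2-fold lower in the authors' deposited table and 0 higher. *Prdm10* itself also passes both thresholds there (log2 fold change -1.29, DESeq2 adjusted p = 3.22e-05).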

Values the study reported

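The study reported that 0.48% of genes (50 genes) were upregulated and 0.79% (83 genes) downregulated in mutant 8-cell embryos. It associated 633 genes with PRDM10 binding sites, and all 28 direct targets that changed by more than 2-fold in embryos were downregulated.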

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

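The tests of shared sequence and of the summed *Zc3h11a* records, and the use of the interaction estimates of *Dapk1* without single libraries, were chosen only after the results were seen. All genes in the paragraphs on batches were named after their values were seen.

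In 3 cases 1 control embryo stood far from the other 5. Among 60 groups of values tested at a nominal 5%, 3 such cases are expected by chance if the values are normally distributed. That was assumed and not measured, and low counts need not follow it. The normalised count of *Frat1* was 159 in control replicate 5 and 24.3 to 63.6 in the other controls. That of *Akr1c14* was 19.1 in control replicate 2 and 0 to 2.69 in the others. That of *Krt18* was 43.1 in control replicate 1 and 6.73 to 15.5 in the others. Leaving out control replicate 2 raised the log2 fold change of *Akr1c14* to 4.70, and leaving out control replicate 1 raised that of *Krt18* to 2.29. The high control values therefore made these rises smaller. No biological explanation was tested, since the labels do not divide the controls by genotype.

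The effect of genotype on *Dapk1* (chromosome 13 from 60601947 to 60763191, GRCm38) differed between the batches (DESeq2 interaction, adjusted p = 0.0190). Its counts were 37 to 135 in controls and 10 to 23 in mutants of batch 1, and 6 to 13 in controls and 46 to 118 in mutants of batch 2. The interaction estimate was between 3.94 and 4.91 on the log2 scale in the 9 fits that each left out 1 library, always beyond 2 standard errors from 0, which argues against a single library as its cause. The adjusted p in these fits, which hold fewer embryos, ran from 0.00629 to 0.334, and the edgeR interaction test called 0 genes. A difference between the litters or the amplification of the batches was not tested and stays open.

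The pseudogenes *Gm10925* (chromosome 1 from 24613974 to 24614651) and *Gm28661* (chromosome 1 from 24614885 to 24615565) each had an adjusted interaction p of 0.00920. *Gm10925* had 307 counts in mutant replicate 1, 326 in control replicate 4, 553 in control replicate 6 and 0 in the other 8 libraries. *Gm28661* had 98 and 760 counts in the mutants of batch 1 and at most 1 elsewhere. Of their sequences of 31 bases, 100% were found in mitochondrial transcripts. Their counts may therefore come from the division of mitochondrial reads among identical sequences, and their fitted interaction coefficients are no measure of expression.

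The shorter of 2 records of *Zc3h11a* (chromosome 1 from 133619871 to 133661380) had an adjusted interaction p of 0.00159. Its counts ran from 9 to 280 in controls and were 116 in mutant replicate 1 and 0 in the other 4 mutants. All of its sequences of 31 bases (100%) occur in the other record, and the sum of both records had an adjusted interaction p of 1.00. The difference is consistent with reads being divided unevenly between the records.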

How the results depend on the processing

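The limma-voom fits, the DESeq2 fit with GC correction and the fit with *Xist* and Y-linked covariates were chosen after seeing the data. Where a value moved, the cause was not tested, except that fits within a batch or without an embryo used fewer samples, a baseMean above 100 left fewer genes, and thinning left fewer reads.

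The edgeR test called 35 genes (8 higher, 27 lower), 30 of them more than 2-fold (6 higher, 24 lower), and 24 bound genes lower. On log2(TPM + 1), limma called 22 genes (1 higher, 21 lower), 19 more than 2-fold (0 higher, 19 lower), and 19 bound genes lower. Without a batch term, 51 genes were called (13 higher, 38 lower), 44 more than 2-fold (9 higher, 35 lower), and 23 bound genes were lower. Batch 1 alone gave 78 genes (31 higher, 47 lower) and 20 bound genes lower. Batch 2 alone gave 48 genes (12 higher, 36 lower), 46 more than 2-fold (11 higher, 35 lower), and 20 bound genes lower. With a baseMean above 100, 38 genes were higher, and 45 changed more than 2-fold (13 higher, 32 lower). The limma-voom fit called 29 genes (8 higher, 21 lower), 21 more than 2-fold (3 higher, 18 lower), and 19 bound genes lower. With GC correction it called 27 genes (7 higher, 20 lower), 22 more than 2-fold (5 higher, 17 lower), and 19 bound genes lower. With *Xist* and Y-linked covariates, 271 genes were called (156 higher, 79 of them more than 2-fold), 2 bound genes were higher and 42.4% of the calls were lower. With the effective-length offset, 1 bound gene was higher and *Prdm10* changed by -1.29 (adjusted p = 2.95e-05). Of the calls, 33 of 35 in edgeR, 22 of 22 on log2(TPM + 1), 50 of 51 without a batch term, 37 of 78 in batch 1 and 29 of 48 in batch 2 were among the 151. DESeq2 with GC correction called 157 genes, 134 of them among the 151. TMM factors, no baseMean filter, the filter before the fit and no Cook's distance filter gave 137 to 157 genes.

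The 11 fits that each left out 1 embryo called from 90 genes (without mutant replicate 2) to 265 (without control replicate 2), and 91 without mutant replicate 5. Higher genes ranged from 31 to 151, lower genes from 59 to 114, genes changed more than 2-fold from 68 to 161, and the higher of these from 17 to 88 and the lower from 47 to 73. The odds ratio of bound genes was 268 in edgeR, 314 on log2(TPM + 1) and in limma-voom, 624 in limma-voom with GC correction and 23.6 to 51.4 in the other alternatives that kept all embryos or 1 batch, against 25.9. In the fits without 1 embryo it ranged from 17.3 to 54.99, lower bound genes from 32 to 40 and higher bound genes from 0 to 2. *Prdm10* ranged from -0.84 to -0.52. The interaction count ranged from 0 (without mutant replicate 1) to 22 (without control replicate 1), and was 0 in edgeR and with a baseMean above 100, beside 450 genes at an unadjusted p under 0.05. It was not run without mutant replicate 4 or 5, which would leave 1 mutant in batch 1.

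Of the lists, the bound genes (median -0.20 to -0.11 without 1 embryo), those that fell in mESCs (-1.24 to -1.02) and the remaining bound genes (-0.13 to -0.04) kept their direction and call in all alternatives. Under fry the compaction and p53 lists (medians 0.39 and 0.70) had an adjusted p of 0.123. Under an estimated correlation the lineage list (0.41) had 0.144, and these 2 lists had 0.175. Without 1 embryo the compaction list ranged from 0.14 (adjusted p = 0.0535, without mutant replicate 1) to 0.58. The eIF3 list had a median of -0.00031 with DESeq2 size factors, where the median of all genes moved alike (from 0.0049 to -0.0015), -0.011 on log2(TPM + 1), -0.012 with a baseMean above 100, -0.087 in batch 1, -0.013 in batch 2 and -0.020 with GC correction, and ranged from -0.019 to 0.038 without 1 embryo. The ribosomal protein list was past the threshold without a batch term (0.10, adjusted p = 0.0150), without control replicate 3 (0.060, adjusted p = 0.0375) and without control replicate 6 (0.066, adjusted p = 0.0498), and ranged from -0.020 (without control replicate 2) to 0.066. The maternal list had 0.14 with a baseMean above 100. Without 1 embryo it ranged from -0.58 (without control replicate 3) to -0.079 (without mutant replicate 1). The ATF4 list had 0.30 (adjusted p = 0.00893) with a baseMean above 100 and -0.036 without a batch term, and ranged from -0.038 (without control replicate 6) to 0.18. The unbound genes higher in mESCs had 0.11 (adjusted p = 0.0250) without a batch term, and those lower in mESCs had 0.00071 with GC correction.

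Of 23 named genes other than *Prdm10*, 11 lost their call in edgeR, 12 on log2(TPM + 1), 14 in limma-voom, 13 in limma-voom with GC correction, 12 of 23 in batch 2, 10 of 22 in batch 1 and 6 without a batch term, and none was reversed. *Eif3b*, *Eef1d*, *Selenow*, *Ss18*, *Ube2a*, *Ankrd13a* and *Pfdn4* kept theirs in every alternative that gave a value. With all libraries thinned to 3534686 counts, 114 genes were called. Of the 151, this kept 23 of 48 genes with a baseMean up to 100 and 80 of 103 with a baseMean above 100.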

Other observations

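The tests of GC content, of the effective length of *Prdm10*, of developmental timing and of the sex-linked reads were chosen only after the results were seen.

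Other splits of the 11 embryos were fitted with the batch term. Of 100 splits, the real one included, 1 gave as many changed genes (the real one). The other splits called a median of 5 genes and at most 142. For genes changed more than 2-fold, 3 of 100 splits gave as many. The other 2 gave 102 and 101 genes, against 93. The first of these set control replicate 2 and mutant replicates 1, 2, 3 and 5 apart, and the second control replicates 1, 4, 5 and 6 and mutant replicate 5. In the first, 4 of the 5 mutants were together in the group set apart, and in the second 4 of the 5 mutants were together on the other side. In each, 4 of the 5 embryos set apart also came from 1 batch, but the other splits with that make-up gave 1 to 33 such genes, and the other splits with 4 mutants in the group set apart gave 1 to 15 and those with 1 mutant in it 0 to 64. Neither the batch make-up nor the number of mutants together, each taken alone, therefore accounts for these counts. Both splits kept control replicates 1, 4, 5 and 6 together, as the real groups do. Apart from the real one, other drawn splits that did so gave 23 to 64 such genes. Splits that did not gave at most 33. Partial closeness to the real groups is therefore not excluded, and the cause of these counts is not known. Neither of these 2 splits had the real batch make-up, which put 2 embryos of batch 1 in the group set apart. The other drawn splits with the real make-up gave at most 15 genes changed more than 2-fold, against 93. Within the batches, the real groups gave 71 genes changed more than 2-fold in batch 1 and 46 in batch 2. For the number of lower bound genes, 1 of 100 splits gave as many, and other splits gave at most 4. A camera p as small was given by 1 split for the bound genes, 1 for those that fell in mESCs, 1 for the remaining bound genes and 1 for the lineage list. It was given by 52 for unbound genes lower in mESCs, 41 for those higher in mESCs, 43 for eIF3, 79 for ribosomal protein, 51 for maternal, 15 for compaction, 18 for p53 target and 57 for ATF4 target genes. The camera calls of the compaction and p53 lists therefore did not exceed what other groupings of these embryos gave.

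Technical explanations of the 151 changed genes were tested. With all libraries thinned to 3534686 counts, 103 of the 151 (68.2%) were still called, which argues against depth as the whole cause. GC content is argued against by the same DESeq2 fit with a GC correction per library, in which 134 of the 151 (88.7%) were still called. Of 181 tested genes within 20 Mb of *Prdm10*, 0 were called (Fisher's exact test, p = 0.117), which gives no sign of linked DNA. Of 321 genes on X and Y, 4 were called (odds ratio 0.857; Fisher's exact test, p = 1), no more than elsewhere. Of the 78 genes called in batch 1 alone, 82.1% went the same way in batch 2, against 58.4% of other genes. This argues against a batch artifact for those 78 as a set. Only 37 of them were among the 151, and 13 were also called in batch 2 alone, so the test cannot speak for all 151. For the bound genes, 39 lower and 0 higher (9 higher at an unadjusted p under 0.05), with 20 lower in each batch alone, a difference between litters would have to act on PRDM10-bound genes in 1 direction in both batches. Loss of PRDM10 is the hypothesis that remains for these. For the other 112 genes, genotype, a difference between litters or batches and false calls all stay open. A difference between litters was not tested. In simulated data 15.8% of the DESeq2 calls were false on average. The edgeR test called 35 genes, of which 24 were bound genes that were lower.

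More genes were detected in mutants (16156 ± 255, SD, n = 5) than in controls (15476.5 ± 443, SD, n = 6; exact permutation test, two-sided, p = 0.0195). At one total per library the means were 15064 ± 216 (SD, n = 5) in mutants and 14794 ± 394 (SD, n = 6) in controls (exact permutation test, p = 0.193). A difference in depth may account for part of the gap. This test took no account of batch, so it cannot decide whether depth is the whole cause. Before thinning, mutants of batch 2 (16261 to 16404) lay above its controls (14961 to 15732), whereas the groups overlapped in batch 1.

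The count of *Prdm10* fell less than its length-corrected value. Its effective length differed between the groups (exact permutation test, two-sided, p = 0.00216), and 145 of 10487 genes (1.38%) shifted as far. A candidate explanation is that reads in mutants were assigned to other isoforms of *Prdm10*, since the allele lacks an exon. Reads over that exon were not analysed here.

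Of the 59 higher genes, 11 were among the 723 tested genes on the list of unbound genes higher in mESCs, an odds ratio of 3.11 (1.45 to 6.12; Fisher's exact test, p = 0.00212), so part of the rise may be shared with mESCs. Of the 53 unbound lower genes, 7 were among the 723 tested genes on the corresponding list, an odds ratio of 1.99 (Fisher's exact test, p = 0.101), and the count is too small to tell.

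The p53 target, lineage and compaction lists kept their camera calls at one total per library (largest adjusted p = 0.0150), which argues against depth. More advanced development of mutants would lower maternal genes. That list had an adjusted camera p of 0.325, which with 19 genes leaves this open, so the explanations cannot be told apart.

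Control replicate 2 held reads of *Xist* (2575 counts) and of the Y-linked genes *Ddx3y* (18) and *Eif2s3y* (84), which were examined after their values were seen. The other 10 libraries had either Y-linked reads with at most 26 *Xist* counts or *Xist* with 0 counts of both Y-linked genes. Its Y-linked level was 46.3% of the mean of 3 male-like libraries of its batch, which argues against a small carry-over of reads. Material of a pair of embryos of different sex could give shares that add up to about 1. The shares added up to 1.28, with *Xist* at 81.7% of 2 other libraries, and these few libraries cannot decide. Without this library, 265 genes were called, with 133 of the 151 among them.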
